A study of Homo sapiens with 6 samples. Its data were reported in "KDM5B cooperates with CRL4B complex to promote the tumorigenesis of ER+ breast cancer via regulating cholesterol metabolism" (2026).

How the data were processed

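MCF-7 is an estrogen receptor positive human breast cancer cell line. Total RNA from 3 samples with a scrambled short hairpin RNA (shSCR) and 3 samples with a short hairpin RNA against KDM5B (shKDM5B) was sequenced on an Illumina NovaSeq instrument. KDM5B encodes a demethylase of histone H3 lysine 4. The submitters' processing notes name HISAT2, featureCounts and the GRCh38 (hg38) genome, and the versions of both tools are not given in the sources used here. The authors deposited 1 table of FPKM (fragments per kilobase of transcript scaled to the mapped fragments of the sample), with a column for each of the 6 samples, values printed to 2 decimals, and genes given by Ensembl identifier. Read counts were not used here, and the authors' calls of differential expression, made with DESeq2, rested on counts. The values did not allow whole fragments to be recovered: between 23.2% and 25.5% of the low values lay within 0.1 of a whole number at the best depth tried, against 20% by chance. The depth of each sample is therefore unknown, and no counting interval is given.

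The table held 33789 genes, of which 33659 matched a symbol in GENCODE v44 and 130 did not. Positions are from that annotation, on GRCh38. There were 16795 protein-coding genes and 8363 long noncoding RNAs, and 2086 genes were listed at 0 in all 6 samples. Among the genes above 0 in all samples, 48 shared all 6 values with another gene. The printed table is labelled by gene, so readthrough loci, antisense transcripts and near-identical copies are given as the authors' counting assigned them.

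Genes with at least 0.5 FPKM in at least 3 of the 6 samples were tested, which left 14043. Values were analysed as log2(FPKM + 0.1) with limma 3.58.1 in R 4.3.3 (linear model, empirical Bayes with a mean-variance trend, two-sided), comparing shKDM5B with shSCR without covariates, and p-values were adjusted over all genes tested by the Benjamini-Hochberg method. A gene was called at an adjusted p below 0.05. Genes were also counted at the thresholds of the study, an unadjusted p below 0.05 and a fold change above 1.5. An exact permutation test on FPKM, two-sided, was run for KDM5B, INSIG1 and INSIG2, and with 3 samples against 3 it cannot go below 0.1. Replicate numbers were not used to pair samples, since the methods of the study name no such block. In a later check, the residuals of samples with the same number did not correlate more than those of others. On simulated data with the means and spread of the 14043 genes, the model recovered 62% of 100 genes changed 1.5-fold and 80% of 100 genes changed 2-fold, and 6 of its 148 calls (4.05%) were false. The simulated genes varied independently of each other, and far fewer of them changed than were called in the real data. These shares may therefore not carry over to the real calls.

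The model, the filter, 37 gene lists and the rule for naming genes were chosen before the data were examined. Of these lists, 3 hold genes that the study itself picked and followed up on these or parallel samples. They were left out of the adjustment over lists and are not independent evidence of direction. A further 5 lists had fewer than 5 tested genes and were not tested as sets. The other 29 lists hold textbook members of pathways, complexes and cell types. Among their themes, the study had already named circadian rhythm, estrogen, ferroptosis, cholesterol metabolism, steroid hormone synthesis, pluripotency and PI3K-AKT signalling (here the FOXO list) from the same samples, so the choice of those themes was not independent of the data either. Lists were tested with camera of limma, which compares the members with all other tested genes, at its preset correlation of 0.01 between genes, and adjusted over the 29 lists. Camera with a correlation estimated for each list, and fry, which tests whether members move one way on balance, were run beside it. With 6 samples, camera with an estimated correlation has little power, so a missing call there does not show that a list is unchanged. The genes named are KDM5B, the members of the 3 lists of the study, SREBF1, SREBF2, CUL4B, DDB1 and RBX1, the 12 largest rises and 12 largest falls among called genes with a mean of at least 1 FPKM and no overlap between the groups (clone names, intergenic and small RNAs left out), and up to 4 called members of each list with the smallest adjusted p. Other genes named are given as further members of a list.

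Alternatives tried were pseudocounts of 0.5 and 1, no filter, a filter at a mean of 1 FPKM, scaling by median of ratios, scaling all samples to the same sum of FPKM, quantile normalization, robust empirical Bayes, sample weights, replicate number as a block, and leaving out each sample in turn. A loess correction of each sample for exon length and GC content (span 0.5) and a fit of protein-coding genes alone were added after the data had been seen. Tables were prepared with Python 3.11.15, pandas 2.3.3 and NumPy 2.4.6, and figures with matplotlib 3.10.9. No sample and no column of the table was left out.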

Results

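RNA from 3 shSCR and 3 shKDM5B samples of MCF-7 cells was sequenced to ask which genes change when KDM5B is depleted in estrogen receptor positive breast cancer cells. Between 24194 and 25202 genes were above 0 FPKM in a sample. The values of a sample summed to between 306411 and 317620 FPKM, of which mitochondrial genes made up 31.58% to 33.02% and the 10 most abundant genes 26.45% to 27.63%.

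KDM5B mRNA fell from 4.74 ± 0.13 FPKM in shSCR cells to 1.44 ± 0.157 FPKM in shKDM5B cells (mean ± SD, n = 3 per group), a log2 fold change of -1.66 (SE 0.0901, limma adjusted p = 3.27e-05). In the knockdown cells 15 of 20 cholesterol biosynthesis genes rose and 0 fell, 24 of 37 nuclear genes of oxidative phosphorylation rose and 1 fell, 13 of 23 cell cycle inhibitors and p53 targets, CDKN1A among them, rose and 2 fell, and 11 of 20 circadian clock genes, PER1, PER2 and PER3 among them, rose and 5 fell (list adjusted p = 0.301 to 0.447 with an estimated correlation). Of the heat shock genes 11 of 15 fell and 3 rose, of the unfolded protein and amino acid stress genes 11 of 20 fell and 3 rose, of the NF-kB targets 6 of 8 fell and 1 rose, and of the matrix and integrin genes 10 of 23 fell and 1 rose (list adjusted p = 0.301 to 0.691 with an estimated correlation). INSIG1, which retains the SREBP proteins in the endoplasmic reticulum and restrains sterol synthesis, rose from 88.2 ± 1.12 to 102 ± 1.03 FPKM (log2 fold change 0.21, SE 0.0249, adjusted p = 8.9e-04). Its paralog INSIG2 stood at 12.2 ± 0.19 and 12.8 ± 1.0 FPKM, a log2 fold change of 0.06 that did not pass the test (adjusted p = 0.45).

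In total, 4614 of the 14043 genes tested were called, 2169 of them higher and 2445 lower in shKDM5B cells. At the thresholds of the study, 510 genes were higher and 734 lower. Most called changes were small: 160 called genes were more than 2-fold higher and 230 more than 2-fold lower. The FPKM values of the groups did not overlap for 6821 genes, 48.6% of those tested, against 10% by chance. Values given in parentheses after a gene are log2 fold changes unless another quantity is named. KDM5B lies on chromosome 1 (202724495 to 202808487), INSIG1 on chromosome 7 (155297776 to 155310235) and INSIG2 on chromosome 2 (118088452 to 118110997). Exact permutation tests of the FPKM values gave p = 0.1 for KDM5B and INSIG1, the smallest value that 20 assignments allow, and p = 0.4 for INSIG2.

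**Figure D1:**
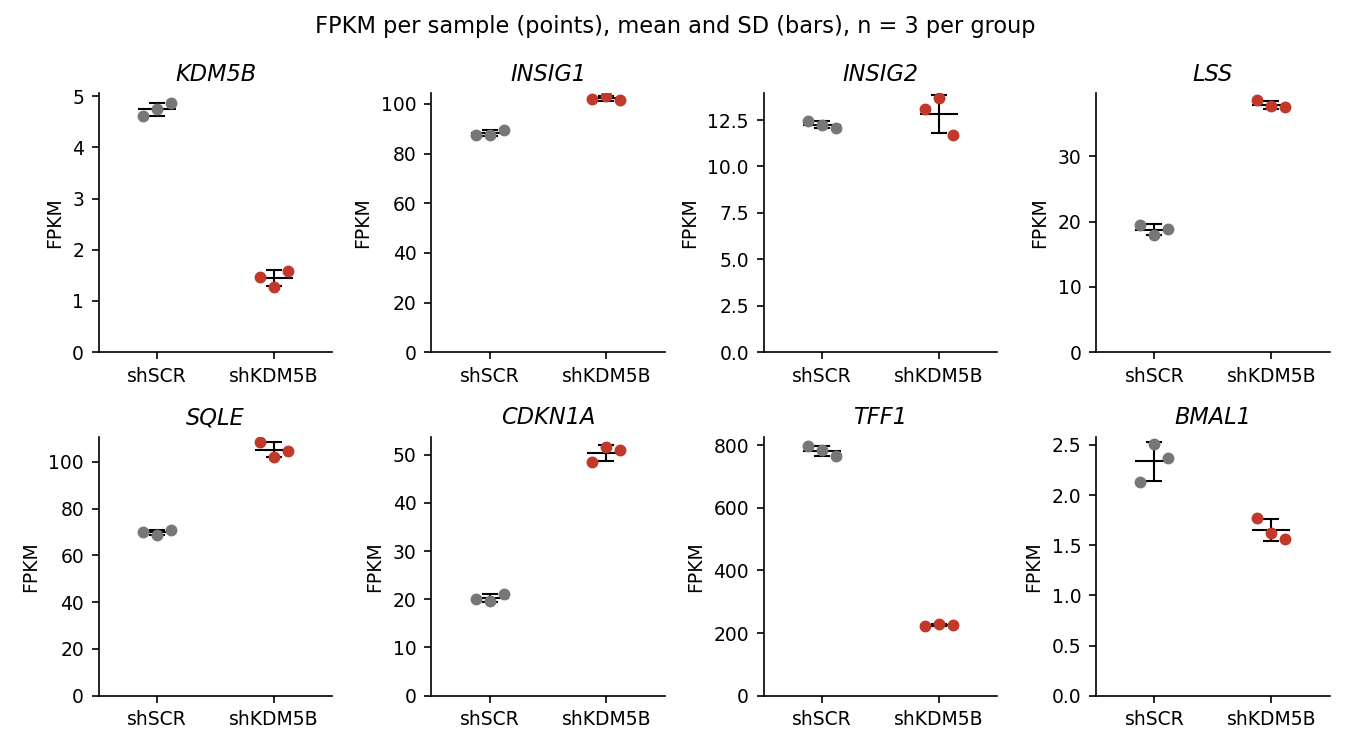
FPKM (vertical axes, starting at 0) of 8 genes in each sample of the 2 groups, with points for samples and bars for the mean and SD (n = 3 per group). KDM5B fell from a mean of 4.74 to 1.44 and TFF1 from 783 to 226, BMAL1 fell from 2.34 to 1.65, INSIG1, LSS, SQLE and CDKN1A rose, and INSIG2 (12.2 and 12.8) did not pass the test.

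The largest rise was listed for NME1-NME2 (1.70 ± 2.95 to 39.3 ± 16.8 FPKM, log2 fold change 6.62, SE 1.43, adjusted p = 0.0118). This readthrough locus shares its sequence with NME1 and NME2, so its level depends on how fragments were assigned, and its call ended with robust empirical Bayes (adjusted p = 0.06). CYP1A1, a cytochrome that oxidizes estrogens and aromatic hydrocarbons, rose from 0.57 ± 0.0872 to 4.63 ± 0.578 FPKM. The chemokine CXCL12 rose from 1.01 to 6.74 FPKM, the small heat shock protein HSPB8 from 0.873 to 5.90, the potassium channel KCNJ8 from 0.977 to 6.03 and the clock output factor TEF from 0.923 to 5.22. ANKRD1 rose with a log2 fold change of 2.69, TRAV39 with 2.20, RBM24 with 2.17, CAPN14 with 2.16 and MALRD1 with 2.13. ADIRF-AS1, an antisense transcript, was listed 2.60 higher on the log2 scale, and whether the libraries kept strand information is not stated.

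Among the falls, IGFL1 went from 6.72 ± 0.421 to 0.323 ± 0.196 FPKM (log2 fold change -4.11), the vascular cadherin CDH5 from 2.37 to 0.06, the protease inhibitor SERPINA3 from 2.44 to 0.14 and the peptidylarginine deiminase PADI3 from 9.58 to 0.807. The keratin KRT4 fell from 4.11 to 0.357 FPKM, the ferroxidase ceruloplasmin (CP) from 5.80 to 0.837 and the transcription factor ETV4 from 3.04 to 0.437. DHRS3, a retinal reductase, fell from 13.6 to 2.56 FPKM. ADCY5 (log2 fold change -2.50), FER1L4 (-2.20), DHRS2 (-2.20) and DIO3 (-2.17) completed the 12 largest falls. Of these 24 genes, 23 kept their call and sign in every alternative that tested them, the exception being NME1-NME2. ADIRF-AS1, FER1L4 and TRAV39 are not protein-coding and were not in the fit of protein-coding genes.

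The cholesterol comparison asked whether the genes of the synthesis pathway and its regulators changed with KDM5B. Of the 20 genes of cholesterol biosynthesis, 15 rose and 0 fell (16 and 0 adjusted over the list alone), with a median log2 fold change of 0.27. The list was called higher with camera (adjusted p = 4.77e-08; adjusted p = 0.301 with an estimated correlation). LSS, which closes the sterol ring, rose from 18.8 ± 0.78 to 37.9 ± 0.598 FPKM (log2 fold change 1.01, adjusted p = 1.67e-05). SQLE rose from 69.8 to 105 FPKM, MVD from 33.1 to 47.3 and DHCR7 from 98.9 to 127. HMGCR, the rate-limiting reductase, had a log2 fold change of 0.16 that did not pass (adjusted p = 0.0878), and PMVK (0.07), TM7SF2 (0.12), SC5D (-0.08) and DHCR24 (0.05) did not pass either.

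Regulation, uptake and efflux of cholesterol gave a mixed picture, with 5 of 20 tested genes higher and 4 lower (6 and 4 adjusted over the list alone) and no call (camera adjusted p = 0.37). The median log2 fold change was 0.07 and the mean -0.0034, while camera, which compares the members with the other genes, placed the list on the higher side. The median of all tested genes was -0.03. INSIG1, LDLR (0.22) and MYLIP (0.34), the ligase that degrades the LDL receptor, rose, as did SREBF2 and NR1H2, whereas PCSK9 (-0.61), SOAT1 (-0.41), APOE (-0.81) and SREBF1 fell. SREBF1, which encodes SREBP1, went from 31.9 to 28.3 FPKM (log2 fold change -0.17, adjusted p = 0.00377), and its call ended after correction for exon length and GC content (adjusted p = 0.22). SREBF2, which encodes SREBP2, the main activator of cholesterol synthesis genes, went from 15.8 to 17.4 FPKM (0.14, adjusted p = 0.0386). Its call ended in 8 of 18 alternatives, among them without shSCR replicate 1, 2 or 3 and without shKDM5B replicate 1 or 3 (adjusted p up to 0.126). The study itself reported that transcript levels of SREBP1 and SREBP2 were unaffected by the knockdown. Among fatty acid synthesis genes under SREBP1, 2 of 11 rose, ACLY (0.41) and ACSS2 (0.34), and 3 fell, FADS2 (-0.61), ELOVL5 (-0.35) and SCD (-0.15), with 2 and 4 adjusted over the list alone and no call (adjusted p = 0.736).

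The study placed KDM5B with the CRL4B ubiquitin ligase, whose genes were compared in the same way. CUL4B, the scaffold of the ligase, stood at 7.03 and 7.00 FPKM (adjusted p = 0.921) and its adaptor DDB1 at 22.1 and 22.3 FPKM (adjusted p = 0.925), while the RING protein RBX1 rose from 13.4 to 15.6 FPKM (log2 fold change 0.22, adjusted p = 0.013). Of 23 genes of CRL4B and partner complexes, 3 rose and 6 fell (3 and 7 adjusted over the list alone; camera adjusted p = 0.426), among them RBBP7 (0.22), MTA1 (-0.27), CHD4 (-0.31) and GATAD2B (-0.31). In the list of the KDM5 family and H3K4 methylation, 1 of 18 tested genes rose, ASH2L (0.17), and 5 fell (1 and 5 adjusted over the list alone; camera adjusted p = 0.286). The list leaves out KDM5B itself, and the falls were in the methyltransferases KMT2A (-0.40), KMT2D (-0.30) and SETD1B (-0.40), in CXXC1 (-0.22), and in KDM1B (-0.20), whose call ended without shSCR replicate 1 (adjusted p = 0.0552).

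Of the 37 nuclear genes of oxidative phosphorylation, 24 rose and 1 fell (27 and 1 adjusted over the list alone), with a median log2 fold change of 0.18. The list was called higher (camera adjusted p = 5.24e-08; adjusted p = 0.447 with an estimated correlation). NDUFS5 (0.32), a subunit of complex I, and NDUFA4 (0.38) rose, COX8A rose from 286 to 365 FPKM, and NDUFV1 fell (-0.32). The mRNAs encoded in the mitochondrial genome had a median of -0.01, with 0 of 13 higher and 3 lower (0 and 2 adjusted over the list alone; camera adjusted p = 0.736), and this median turned to 0.000855 with median-of-ratios scaling. MT-ND3 (-0.23), MT-ND4L (-0.13) and MT-ND5 (-0.11) were the lower ones, and their calls ended with quantile normalization (adjusted p = 0.122, 1 and 0.826). The calls of MT-ND4L and MT-ND5 also ended without shSCR replicate 2 (adjusted p = 0.0594 and 0.15) and without shSCR replicate 3 (0.0771 and 0.131), and that of MT-ND5 without shKDM5B replicate 1 (0.103) or 3 (0.0868).

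Cell cycle inhibitors and p53 targets were called higher, with 13 of 23 tested genes up and 2 down (13 and 3 adjusted over the list alone), a median of 0.26 and camera adjusted p = 8.81e-04 (adjusted p = 0.301 with an estimated correlation). CDKN1A, which encodes the inhibitor p21, rose from 20.3 ± 0.738 to 50.3 ± 1.70 FPKM (log2 fold change 1.31, SE 0.0404, adjusted p = 7.96e-06). DDB2 (0.53) and PHLDA3 (0.70) rose as well, while BTG2 (-1.09) and GDF15 (-0.33) fell. Genes of G1/S and S phase were not called (4 higher and 10 lower of 24, the same numbers adjusted over the list alone, camera adjusted p = 0.329), although quantile normalization called them lower (adjusted p = 0.0232; in the reported fit, adjusted p = 0.917 with an estimated correlation). CDT1 (-0.39), which licenses replication origins, and RRM2 (-0.28) fell, and CCND1 (0.45) and GINS2 (0.26) rose. Of 24 genes of G2/M, 2 rose and 6 fell (3 and 7 adjusted over the list alone; camera adjusted p = 0.736), with falls in BUB1 (-0.41), HMMR (-0.46) and CDC20 (-0.20) and a rise in AURKB (0.18).

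Replication-dependent histones were higher in 4 of 9 tested genes and lower in 0 (5 and 0 adjusted over the list alone), with a median of 0.28 and camera adjusted p = 0.0372 (adjusted p = 0.364 with an estimated correlation). H2BC21 (0.60), H4C8 (0.77), H2AC6 (0.58) and H2BC12 (0.26) rose, and histone copies share much of their sequence. The list's call ended in 6 of 18 alternatives, including without shSCR replicate 2 (adjusted p = 0.0864) and without shKDM5B replicate 1 (adjusted p = 0.071). That of H2BC12 ended without shSCR replicate 1 (0.066) or 2 (0.0711) or shKDM5B replicate 2 (0.0652). Cytosolic ribosomal protein genes had a median of -0.02, with 1 of 45 higher and 7 lower (0 and 1 adjusted over the list alone; camera adjusted p = 0.656). RPS24 (-0.17), RPL10A (-0.13), RPS18 (-0.14) and RPS2 (-0.13) fell, and all but RPS24 lost their call without shSCR replicate 2 (adjusted p = 0.0555, 0.0676 and 0.079) and without shSCR replicate 3 (0.0588, 0.0669 and 0.0883). RPS2 also lost it without shSCR replicate 1 (0.0648) and without shKDM5B replicate 1 (0.0703) or 3 (0.0741). Quantile normalization (adjusted p = 0.00261) and leaving out shKDM5B replicate 2 (adjusted p = 0.00914) called the ribosomal list lower at the preset correlation, while the list had adjusted p = 0.917 with an estimated correlation in the reported fit.

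Circadian clock genes were called higher, with 11 of 20 tested genes up and 5 down (11 and 6 adjusted over the list alone), a median of 0.40 and camera adjusted p = 0.0241 (adjusted p = 0.402 with an estimated correlation). The list holds both arms of the clock. TEF (2.40), CIART (1.51), PER1 (1.30), PER2 (1.37), PER3 (1.29), NR1D2 (0.80), DBP (0.72), CRY1 (0.49) and CRY2 (0.54), most of them outputs or repressors of the BMAL1 and CLOCK activator, rose, as did BMAL2 (0.71) and FBXL3 (0.24). BMAL1 fell from 2.34 ± 0.192 to 1.65 ± 0.108 FPKM (-0.48, adjusted p = 0.00833), with NPAS2 (-0.50), NFIL3 (-0.56), BHLHE40 (-0.82) and CSNK1D (-0.20). CLOCK (-0.08), NR1D1 (0.31), BHLHE41 (-0.41) and CSNK1E (0.01) did not pass.

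**Figure D2:**
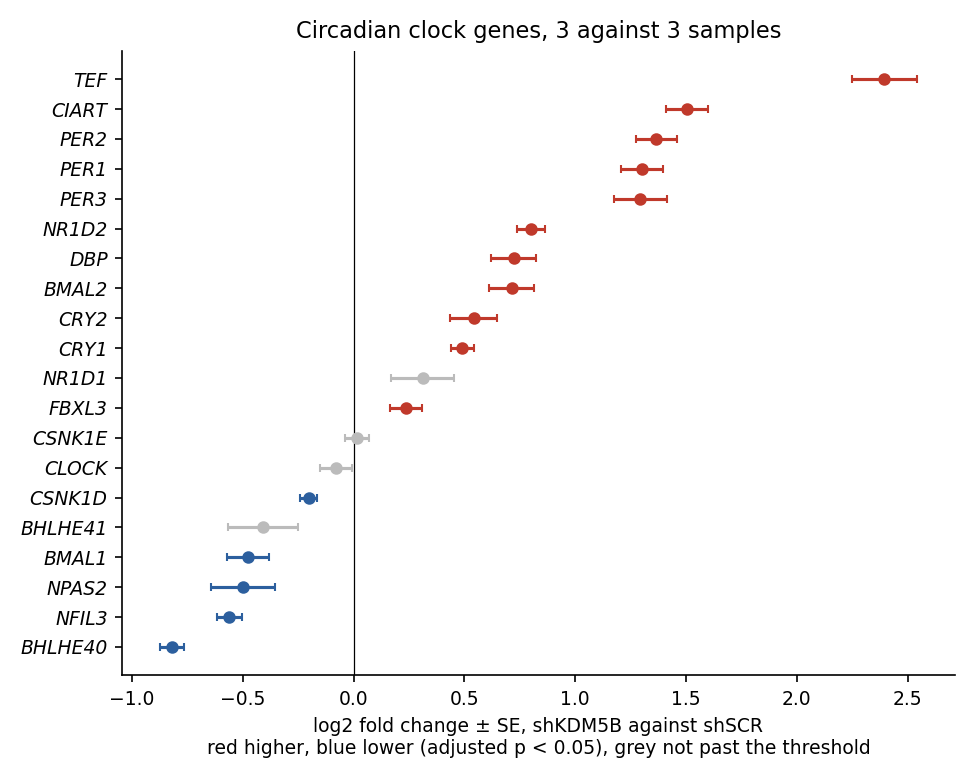
Log2 fold change of shKDM5B against shSCR (horizontal axis, points with SE, n = 3 per group) for the 20 tested circadian clock genes. Of these, 11 rose (red), up to 2.40 for TEF, 5 fell (blue), down to -0.82 for BHLHE40, and 4 (grey) did not pass the adjusted threshold.

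Heat shock and proteotoxic stress genes were called lower, with 11 of 15 down and 3 up (the same numbers adjusted over the list alone), a median of -0.25, a mean of -0.04 that includes HSPB8 at 2.62, and camera adjusted p = 0.00303 (adjusted p = 0.301 with an estimated correlation). HSP90AA1, an inducible chaperone, fell from 693 ± 2.69 to 435 ± 17.8 FPKM, and the cochaperone DNAJB1 (-0.55) and HSPH1 (-0.59) fell. The small heat shock proteins HSPB8 (2.62) and HSPB1 (0.41) and BAG3 (0.77), a cochaperone that binds HSPB8, rose. The unfolded protein response and amino acid stress list was called lower too, with 11 of 20 down and 3 up, the same adjusted over the list alone (median -0.19, camera adjusted p = 0.0188, adjusted p = 0.333 with an estimated correlation). PHGDH (-0.85) and PSAT1 (-0.53) of serine synthesis, asparagine synthetase ASNS (-0.54) and DDIT4 (-0.87) fell. Ferroptosis genes were lower in 8 and higher in 5 of 24 (8 and 6 adjusted over the list alone), without a call in camera (adjusted p = 0.19) but with one in fry (adjusted p = 2.46e-04) and with quantile normalization (adjusted p = 0.0419; in the reported fit, adjusted p = 0.402 with an estimated correlation). Ferritin light chain FTL fell from 326 to 184 FPKM, and SAT1 (-1.06), CP (-2.66) and the cystine transporter SLC7A11 (-1.28) fell.

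TNF and NF-kB targets were called lower, with 6 of 8 tested genes down and 1 up, the same adjusted over the list alone (median -0.52, camera adjusted p = 0.0273, adjusted p = 0.301 with an estimated correlation). JUNB (-0.65), NFKB2 (-0.39), the adhesion molecule ICAM1 (-1.11) and TNFAIP2 (-1.97) fell, and IER3 (0.16) rose. With a filter at a mean of 1 FPKM the call ended (adjusted p = 0.187). Extracellular matrix and integrin genes were called lower, with 10 of 23 down and 1 up (10 and 2 adjusted over the list alone), a median of -0.18 and camera adjusted p = 0.0353 (adjusted p = 0.691 with an estimated correlation). The integrin ITGB5 (-0.61), the proteoglycan BGN (-2.00) and the collagen COL5A1 (-1.14) fell, and thrombospondin THBS1 (0.73) rose. This call ended without shSCR replicate 1 (adjusted p = 0.0858), with the filter at a mean of 1 FPKM (0.158) and after correction for exon length and GC content (0.178). Interferon-stimulated genes were not called (0 of 13 higher and 2 lower, also adjusted over the list alone, camera adjusted p = 0.656). STAT2 (-0.45) fell, as did USP18 (-0.24), whose call ended without shSCR replicate 2 (adjusted p = 0.0559).

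Steroid hormone metabolism was called higher, with 11 of 18 tested genes up and 5 down, the same adjusted over the list alone (median 0.31, camera adjusted p = 0.0184, adjusted p = 0.301 with an estimated correlation). CYP1A1 (2.82), CYP1B1 (11.7 to 23.4 FPKM, 1.00), another oxidase of estrogens, and the sulfotransferase SULT2B1 (0.76) rose, and HSD17B8 (-0.63) fell. Estrogen-induced genes went both ways, 10 higher and 9 lower of 24 (10 and 10 adjusted over the list alone; camera adjusted p = 0.81). TFF1, a secreted peptide induced by estrogen, fell from 783 ± 15.3 to 226 ± 2.43 FPKM (adjusted p = 1.62e-07), and the growth factor AREG fell (-2.05), while GREB1 (0.71), NHERF1 (0.61) and CXCL12 (2.63) rose. Their median was 0.03 (-0.0164 with quantile normalization) and their mean -0.08. Camera placed the list on the higher side (adjusted p = 0.917 with an estimated correlation) and fry called it lower (adjusted p = 0.0304). PGR, the progesterone receptor gene, was listed at 0 in all 6 samples, and the table does not show whether the gene was absent or left out of the counting.

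Luminal identity genes were higher in 6 and lower in 7 of 19, also adjusted over the list alone, without a call (camera adjusted p = 0.736). Their median was 0.04 and their mean -0.04, and camera and fry gave opposite signs. ESR1, the estrogen receptor gene, rose from 30.5 to 44.5 FPKM (0.54) and GATA3 rose (0.37), whereas ELF3 (-0.78) and CLDN7 (-0.38) fell. Of 7 tested basal and myoepithelial markers, ACTA2 (0.76) and TAGLN (1.21) rose and EGFR (-0.73) and KRT17 (-0.82) fell (2 and 3 adjusted over the list alone; camera adjusted p = 0.81). Epithelial junction genes split evenly, 4 higher and 4 lower of 15 (6 and 4 adjusted over the list alone; camera adjusted p = 0.81), with a median of -0.02, a mean of -0.0073 and camera on the higher side. CDH1 (0.28) and CTNNA1 (0.18) rose and OCLN (-0.30) and JUP (-0.18) fell, the last without a call after correction for exon length and GC content (adjusted p = 0.0635). Pluripotency and stemness genes were higher in 3 and lower in 2 of 10, also adjusted over the list alone (median 0.02, or -0.0037 with quantile normalization, mean -0.01, camera on the higher side, adjusted p = 0.736). KLF4 (0.64) and SALL4 (0.48) rose, and ID1 (-0.85) and ALDH1A3 (-0.34) fell.

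FOXO targets went both ways, 4 higher and 4 lower of 14 (4 and 5 adjusted over the list alone; camera on the higher side, adjusted p = 0.736, fry on the lower), with rises in TXNIP (0.79) and PINK1 (0.51) and falls in catalase CAT (-0.61) and the insulin receptor INSR (-0.61). Hypoxia and glycolysis genes were higher in 4 and lower in 6 of 19 (4 and 8 adjusted over the list alone), without a call in camera (adjusted p = 0.736, and 0.917 with an estimated correlation) but called lower by fry (adjusted p = 0.0282). The glucose transporter SLC2A1 (0.60) rose, and NDRG1 (-0.80), BNIP3 (-0.58) and HK2 (-0.47) fell. Axon guidance genes were higher in 11 and lower in 9 of 32 (13 and 10 adjusted over the list alone; median -0.04, mean -0.05, camera on the higher side, adjusted p = 0.736), with NRP1 (0.93), EFNB2 (0.95) and EFNA1 (0.56) up and the plexin PLXND1 (-1.36) down. Complement and coagulation genes were higher in 4 and lower in 4 of 10, also adjusted over the list alone (median -0.13, mean -0.10, camera on the higher side, fry on the lower, adjusted p = 0.97), among them TFPI (0.79), CLU (0.26), F12 (-0.40) and C5 (-0.63).

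**Figure D3:**
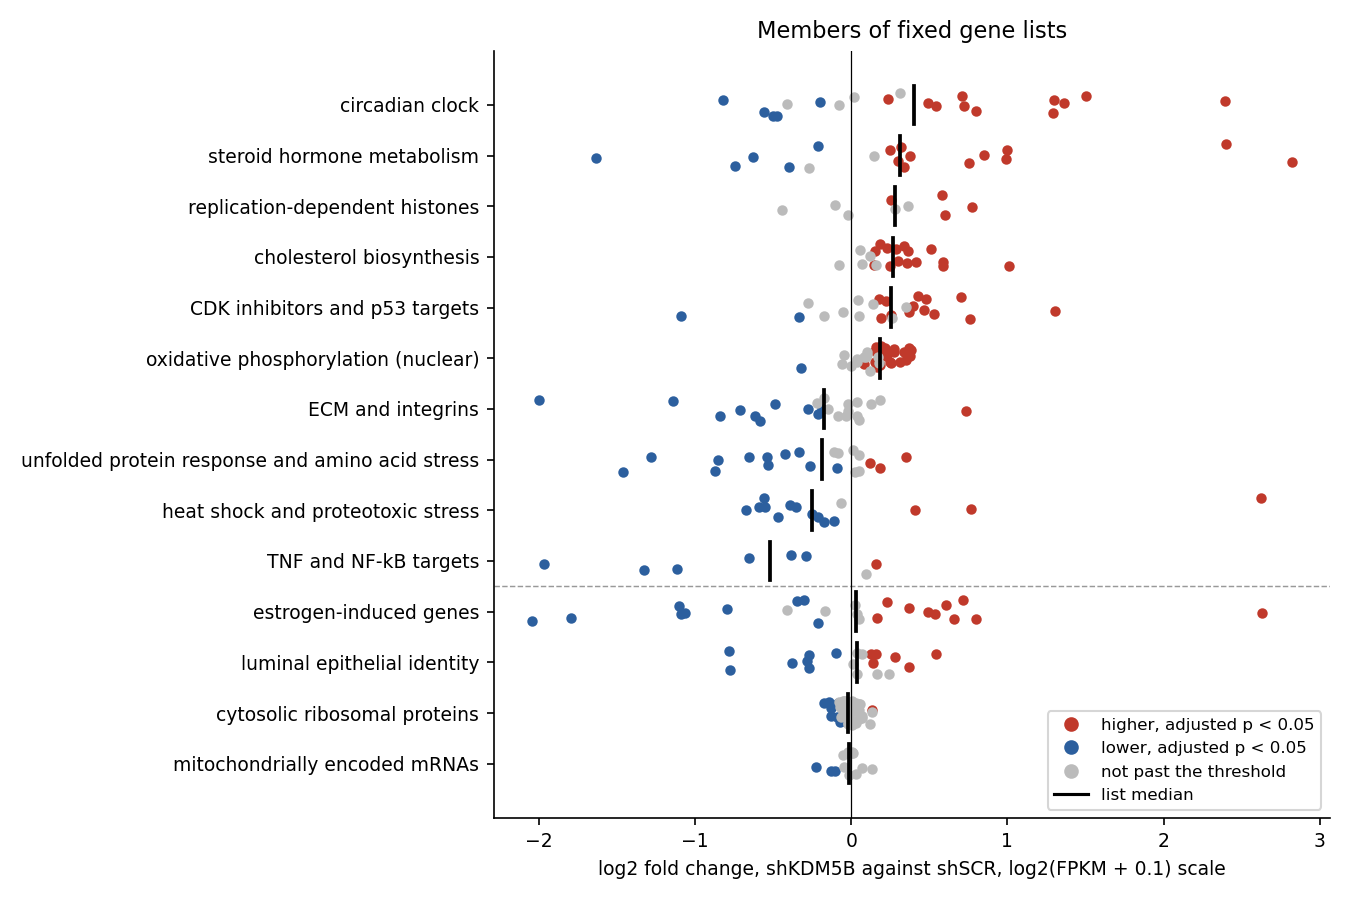
Log2 fold change of shKDM5B against shSCR (horizontal axis) for the tested members of the 10 lists called and, under the dashed line, of 4 lists not called. Points are genes (red higher, blue lower, grey not past the adjusted threshold), black bars are list medians, which run from -0.52 for TNF and NF-kB targets to 0.40 for the circadian clock.

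Markers of cell types foreign to an epithelial line were mostly under the filter, so 5 lists could not be tested as sets. Of the fibroblast and mesenchymal markers only FN1 was tested (-0.03, adjusted p = 0.806, and 0.03 with quantile normalization), and VIM stayed between 0.12 and 0.31 FPKM. The leukocyte list had 2 tested genes, LCP1, which rose (0.30), and CORO1A, which fell (-0.71), while PTPRC was at most 0.01 FPKM. CDH5 was the only endothelial marker tested, and VWF was at most 0.04 FPKM in any sample. The neuronal genes TUBB3 (0.21, adjusted p = 0.0831) and SYT1 (-0.27, adjusted p = 0.644) did not pass, although TUBB3 was called without shKDM5B replicate 1 (0.00903) and after correction for exon length and GC content (0.0398). Of 3 cancer-testis and germline genes tested, ZCWPW1 fell (-0.54), MAGEA6 did not pass (-0.21, adjusted p = 0.469) and MAGEA3, whose sequence is close to that of MAGEA6, rose by 0.16. The call of MAGEA3 ended in 8 of 18 alternatives, among them without shSCR replicate 1, 2 or 3 and without shKDM5B replicate 2 or 3 (adjusted p up to 0.115).

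The study picked genes from this comparison for RT-qPCR, so their directions here are not independent evidence. Its text does not state a direction for each of these genes. In the list entered here as lower, all 5 tested genes fell, also adjusted over the list alone: SELL (-1.91), TFF1 (-1.79), DHRS2 (-2.20), BGN (-2.00) and SLC4A8 (-1.60), with camera p = 1.32e-06 (p = 0.00785 with an estimated correlation). In the list entered here as higher, all 6 tested genes rose, also adjusted over the list alone: HSPB8 (2.62), KCNJ8 (2.52), FHL1 (1.83), PLEKHF1 (1.53), NPY5R (1.41) and IL1R1 (1.20), with camera p = 1.29e-07 (p = 0.00701 with an estimated correlation). IL1RN, MUC5B, SHISA2, ITGB2, MST1R, PLXNA4, FAM149A, FIGN and NEGR1 were under the filter. Of 8 genes at whose promoters the study examined KDM5B, again its own choice and not independent evidence, 5 rose and 1 fell (5 and 2 adjusted over the list alone), with camera p = 9.74e-04 (p = 0.027 with an estimated correlation). CDKN1A (1.31), RHOB (46.1 to 93.7 FPKM, 1.02), GATA3 (0.37), CDKN1B (0.26) and INSIG1 (0.21) rose and BMAL1 (-0.48) fell. FOXO1 (-0.37, adjusted p = 0.0658) and INSIG2 (0.06, adjusted p = 0.45) did not pass, and FOXO1 was called when protein-coding genes alone were fitted (adjusted p = 0.0292). The study itself reported higher mRNA of its promoter-bound genes after KDM5B knockdown, and more INSIG1 and INSIG2 protein. BMAL1, FOXO1 and INSIG2 showed no called rise of mRNA here.

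Of the 29 lists, 10 were called with the preset correlation, 6 higher and 4 lower, 0 with an estimated correlation (2 at an unadjusted p below 0.05, cholesterol biosynthesis and heat shock), and 13 by fry, which included these 10. Calls were also lost where the estimated correlation lay under the preset 0.01 (heat shock -0.0342, NF-kB targets -0.0907). Correlation between members does not account for those losses. The series calls the samples independent without saying whether the replicates came from separate cultures, so the p-values measure only the spread between these samples, which may be technical, and since the labels name a single knockdown group, an effect of the hairpin beyond KDM5B was not separated here. The counts depended on a few choices: 1559 genes were called lower without shSCR replicate 1, and at the thresholds of the study 244 genes were higher and 298 lower with a pseudocount of 1, 904 and 1396 without a filter, and 465 lower with a filter at a mean of 1 FPKM.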

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

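Correction for exon length and GC content and the fit of protein-coding genes alone were chosen only after the results had been seen; the other alternatives were planned. KDM5B kept its fall and INSIG1 its rise in every alternative (log2 fold changes -1.72 to -1.24 and 0.13 to 0.23, highest adjusted p 6.11e-04 and 0.00691), and INSIG2 stayed at 0.02 to 0.13 without a call. Genes called ranged from 3174 without shSCR replicate 1 to 4858 after the exon length and GC correction, with 4169 (3913 shared) with replicate number as a block. Every shared call had the same sign, and no scaling moved the median of all genes by more than 0.1. Of 153 other named genes, 133 kept sign and call in every alternative that tested them (the filter at a mean of 1 FPKM tested 146 and the protein-coding fit 150), and 18 of 31 other lists did so under the settings of the data, where that filter left 29 lists to test. With an estimated correlation 0 lists were called, and the cholesterol biosynthesis median of 0.27 had adjusted p = 0.301. At the thresholds of the study, a pseudocount of 1 gave 244 higher and 298 lower, no filter 904 and 1396, and a mean of at least 1 FPKM 465 lower, as a larger pseudocount shrinks changes at low FPKM and the filters change which genes are tested. Without each sample in turn, called genes ranged from 3174 to 3951 (1615 to 1944 higher, 1559 to 2087 lower), study-threshold genes from 483 to 521 higher and 715 to 825 lower, lists from 9 to 11, the cholesterol median from 0.24 to 0.28, KDM5B from -1.72 to -1.58, INSIG1 from 0.21 to 0.22 and INSIG2 from 0.02 to 0.13.

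Results that changed sign were all uncalled, before and after, and the cause was not tested. With quantile normalization the medians of estrogen-induced and pluripotency genes were -0.0164 and -0.0037, and CUL4B, DDB1 and FN1 were at 0.0241, -0.0381 and 0.0313. Correction for exon length and GC content gave 0.0361 for epithelial junction, 0.0065 for hypoxia and 0.0428 for axon guidance genes, 0.0579 for CUL4B and 0.0244 for FN1. Median-of-ratios scaling gave 0.000855 for mitochondrially encoded mRNAs and 0.0052 for CUL4B, scaling to equal sums -0.0018 for DDB1, sample weights 0.0165 for CUL4B, and a mean of at least 1 FPKM 0.0816 for complement genes. With samples left out, estrogen-induced genes ranged from -0.0014 to 0.0473, pluripotency genes from -0.0110 to 0.0570, mitochondrially encoded mRNAs from -0.0525 to 0.0176, CUL4B from -0.0428 to 0.0472, DDB1 from -0.0217 to 0.0641, FN1 from -0.0769 to 0.0014 and SYT1 from -0.584 to 0.268. The medians of complement (-0.183 to -0.0257), axon guidance (-0.0851 to -0.0198), epithelial junction (-0.0533 to -0.0061) and hypoxia genes (-0.106 to -0.0220) kept their sign there but varied in size. Depth is unknown, so a value of 0 FPKM sets no limit on a level.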

Other observations

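The lists of retinoic acid, ERK, aryl hydrocarbon receptor, YAP and NRF2 genes, the tests by exon length and chromosome, the splits of the samples for genes called and for the cholesterol and oxidative phosphorylation lists, and the tests of explanations for the cholesterol, oxidative phosphorylation and clock genes were chosen only after the results had been seen.

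Retinoic acid-induced genes were lower in 7 and higher in 2 of 9 tested (median log2 fold change -1.10, camera adjusted p = 0.00198 over these 5 lists, adjusted p = 0.0534 with an estimated correlation). STRA6, the retinol transporter, fell from 1.90 to 0.0533 FPKM, and HOXA1 (-2.74), DHRS3 (-2.37), CYP26A1 (-1.24), NRIP1 (-1.10), ELF3 (-0.78) and CRABP2 (-0.33) fell, while the receptor RARA rose from 9.40 to 16.4 FPKM and CYP26B1 rose (0.71). Without the members in the earlier lists or among the named genes, 5 genes had a median of -1.24, in the same samples. Feedback and output genes of ERK signalling were lower in 10 and higher in 4 of 18 (median -0.37, adjusted p = 0.00795, adjusted p = 0.156 with an estimated correlation). The 12 of them outside the earlier lists and named genes had a median of -0.73, in the same samples. ETV4 (-2.55), SPRY4 (-2.19), ETV5 (-1.83), DUSP5 (-1.12), PHLDA1 (-1.03) and EGR1 (-0.96) fell, DUSP4 fell from 20.5 to 8.71 FPKM, and CCND1, EPHA2, MYC and IER3 rose.

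Targets of the aryl hydrocarbon receptor were higher in 3 and lower in 0 of 5 (median 0.54, adjusted p = 8.58e-04, adjusted p = 0.0534 with an estimated correlation). CYP1A1, CYP1B1 and TIPARP (0.54) rose, and NQO1 (0.08, adjusted p = 0.0556) and SLC7A5 (0.09, adjusted p = 0.203) did not pass. CYP1A1 and CYP1B1 had been seen before this list was chosen, and the 3 other genes are too few for a set test. YAP and TEAD targets were higher in 6 and lower in 0 of 10 (median 0.37, adjusted p = 0.00333, adjusted p = 0.0534 with an estimated correlation). ANKRD1 (2.69), AMOTL1 (0.90), CCN1 (0.56) and AMOTL2 (0.49) rose. The 8 genes outside the earlier lists and named genes had a median of 0.37, in the same samples after which the list was chosen. NRF2 targets were not called (4 higher and 7 lower of 20, adjusted p = 0.212), with falls in ABCC3 (-1.35), AKR1B10 (-1.08) and AKR1C2 (-1.63). With the 11209 protein-coding genes in 5 equal bins of exon length, from short to long, the median log2 fold change was 0.05, -0.0041, -0.03, -0.05 and -0.07, and chromosome medians ran from -0.10 on chromosome 21 to 0.0089 on chromosome 9.

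The 6 samples can be split into 3 and 3 in 10 ways, too few for a share under 0.05. In each count the real split stood alone as the highest (1 of 10): it called 4614 genes and the highest other split 2, it gave 1244 genes at the thresholds of the study against 120, and it called 10 lists against 9. Each other split sets 2 samples of a group with 1 of the other and so still holds a minor part of the difference between the groups. For cholesterol biosynthesis the adjusted p of camera at its preset correlation went down to 1.02e-04 in another split, and for oxidative phosphorylation to 3.39e-09, under the 5.24e-08 of the real split. In that split the oxidative phosphorylation median was 0.125 in size against 0.182 in the real one, with 0 members called against 25. The minor part of the group difference does not give so much, so spread between replicates entered too. A camera call of this list at the preset correlation therefore does not by itself point to KDM5B.

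Cholesterol biosynthesis genes were higher in shKDM5B cells, with 15 of 20 called. A trend with exon length and GC content is argued against as the whole source, since the list median was 0.28 (0.2836) after that correction and 0.27 before. The correction also moved the median of all genes tested, from -0.0266 to 0.0108, so the list did not gain against the other genes. A trend with mean expression was not tested for this list. Higher activity of SREBP2 is a candidate explanation that stays open: LDLR, PCSK9, INSIG1, STARD4, NPC1 and SREBF2, its other targets, had a median of 0.11 (0.106), with 3 called higher, 1 lower (PCSK9) and 2 not called, and of the 3 SREBF2 lost its call in 8 of 18 alternatives. The study attributes a rise of INSIG1 after knockdown to loss of KDM5B from its promoter, so INSIG1 is no separate sign of SREBP2 activity. An activity of SREBP2 without a matching rise of PCSK9 cannot be told apart here from changes at single promoters, because the data hold no protein levels. The study itself described weaker cleavage of the SREBP2 precursor, and also less total cholesterol, after knockdown.

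Nuclear oxidative phosphorylation genes were higher, with 24 of 37 called higher and 1 lower. Correction for exon length and GC content left the list median at 0.21 (0.2138), against 0.18 before, while the median of all genes went from -0.0266 to 0.0108. A rise of short and abundant transcripts in general is argued against as the whole source by the ribosomal protein genes. Their median was -0.02 (-0.0232, between -0.0512 and -0.0023 without each sample). Over the protein-coding genes, however, log2 fold changes rose weakly with mean expression (Spearman rho 0.197) and fell with exon length (-0.133). Quantile normalization, which gives all samples the same distribution of values, left the list called. No alternative fitted the trend with expression itself, so a part played by such a trend was not excluded. The mitochondrially encoded mRNAs did not rise with the nuclear genes. Their median was -0.01 (-0.0142, between -0.05 and 0.02 without each sample, against 0.16 to 0.21 for the nuclear genes). Whether the content of mitochondria or of their genome changed cannot be told from these mRNA levels, which measure neither. A response of the nuclear genes to KDM5B loss may remain as a hypothesis, found and tested on the same 6 samples.

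Circadian clock genes changed in both directions. A net rise of BMAL1 mRNA in these samples is argued against, since BMAL1 fell by 0.476 on the log2 scale, between -0.54 and -0.43 without each sample (highest adjusted p 0.0352). The fall cannot exclude a release of its promoter from KDM5B, because a difference in clock phase could mask one. The study itself reported higher mRNA of its promoter-bound genes, BMAL1 among them, after knockdown. Cultures harvested at different clock phases could give such a pattern: the 12 genes driven by BMAL1 and CLOCK had a mean of 0.79 and the 4 of opposite phase -0.40, a difference of 1.20 (exact permutation p = 0.0203 over genes, which are not independent). In the first set, BHLHE40 (-0.82) fell and BHLHE41 was at -0.41 (adjusted p = 0.0846), which goes against it. The labels give no harvest times, so a phase difference and an effect of KDM5B on the clock cannot be told apart.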
